# Investigation of candidate genes involved in the rhodoquinone biosynthetic pathway in *Rhodospirillum rubrum*

**DOI:** 10.1371/journal.pone.0217281

**Published:** 2019-05-21

**Authors:** Amanda R. M. Campbell, Benjamin R. Titus, Madeline R. Kuenzi, Fernando Rodriguez-Perez, Alysha D. L. Brunsch, Monica M. Schroll, Matthew C. Owen, Jeff D. Cronk, Kirk R. Anders, Jennifer N. Shepherd

## Abstract

The lipophilic electron-transport cofactor rhodoquinone (RQ) facilitates anaerobic metabolism in a variety of bacteria and selected eukaryotic organisms in hypoxic environments. We have shown that an intact *rquA* gene in *Rhodospirillum rubrum* is required for RQ production and efficient growth of the bacterium under anoxic conditions. While the explicit details of RQ biosynthesis have yet to be fully delineated, ubiquinone (Q) is a required precursor to RQ in *R*. *rubrum*, and the RquA gene product is homologous to a class I methyltransferase. In order to identify any additional requirements for RQ biosynthesis or factors influencing RQ production in *R*. *rubrum*, we performed transcriptome analysis to identify differentially expressed genes in anoxic, illuminated *R*. *rubrum* cultures, compared with those aerobically grown in the dark. To further select target genes, we employed a bioinformatics approach to assess the likelihood that a given differentially expressed gene under anoxic conditions may also have a direct role in RQ production or regulation of its levels *in vivo*. Having thus compiled a list of candidate genes, nine were chosen for further study by generation of knockout strains. RQ and Q levels were quantified using liquid chromatography-mass spectrometry, and *rquA* gene expression was measured using the real-time quantitative polymerase chain reaction. In one case, Q and RQ levels were decreased relative to wild type; in another case, the opposite effect was observed. These results comport with the crucial roles of *rquA* and Q in RQ biosynthesis, and reveal the existence of potential modulators of RQ levels in *R*. *rubrum*.

## Introduction

Bacteria and simple eukaryotic organisms that have adapted to anoxic or hypoxic conditions for all or part of their life-cycle employ a variety of metabolic strategies to cope with such environments [1,2]. One such strategy relies upon fumarate (*E*°′ = +30 mV) as an electron acceptor in a reversal of the succinate dehydrogenase (SDH) reaction of the citric acid cycle that comprises a fundamental component of aerobic metabolism. While ubiquinone (Coenzyme Q or Q, Fig 1, compound 1) is the electron acceptor in the SDH reaction, a quinone with a lower standard reduction potential is required to make fumarate reduction more favorable. Rhodoquinone (RQ) (Fig 1, compound 2) or menaquinone (MK) (Fig 1, compound 3) are naturally occurring compounds that meet this requirement [3].

**Fig 1:**
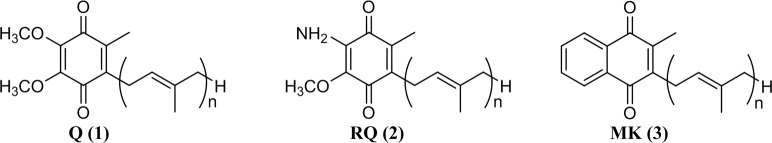
Structures of ubiquinone, rhodoquinone and menaquinone. The number of isoprene units (n) in the tail varies by species from 6–10. The reduction potentials of the quinones are as follows: Q, *E*°′ = +100 mV; RQ, *E*°′ = −63 mV; MK, *E*°′ = −80 mV.

The SDH reaction is catalyzed by the Complex II family of integral membrane, multisubunit enzymes. Two homologous forms of Complex II are recognized and characterized: succinate:ubiquinone reductase (SQR) and quinol:fumarate reductase (QFR), that are optimized to function in aerobic and anaerobic metabolism, respectively. In *E*. *coli*, the expression of these two Complex II homologs is adjusted in response to oxygen levels, with hypoxic and anoxic conditions promoting QFR predominance, along with a shift in composition of the quinone pool toward MK with which QFR functions most efficiently [4]. The change in Complex II homolog expression and the adjustment to a lower potential quinone is crucial to the thermodynamic and kinetic favorability of fumarate reduction. A similar scenario is played out in the parasitic nematode, *Ascaris suum*, when migration into a host confronts the organism with lowered oxygen levels. In response, the subunit composition of Complex II is altered in favor of fumarate reduction; in this case, RQ is employed as the low potential electron carrier, and it becomes the predominant mitochondrial quinone component [5].

Since the discovery of RQ in the alphaproteobacterium *Rhodospirillum rubrum* [6], RQ has only been found in a limited number of bacterial and eukaryotic species. Although it fulfills an analogous role, RQ stands in marked contrast to MK in structure, biosynthesis, phylogenetic distribution and evolutionary origins [3]. The occurrence of MK, a naphthoquinone, among prokaryotic organisms is extremely broad, more so than Q (confined to alpha-, beta-, and gamma-proteobacteria), reflecting its earlier evolutionary origins in an anoxic environment. The much more restricted phylogenetic distribution of RQ, which like Q is a benzoquinone, points to a relatively recent origin of RQ from an augmentation of Q biosynthesis, possibly even later than the divergence of the eukaryotic lineage [7].

The study of RQ in *R*. *rubrum* has revealed further details about its biosynthetic origins and relationship to Q. As a photosynthetic facultative anaerobe, *R*. *rubrum* grows aerobically, utilizing Q in the dark, but also photoheterotrophically with light under anaerobic conditions. While in the latter case, *R*. *rubrum* would be expected to utilize RQ and QFR (as is the case in parasitic helminths and a few other eukaryotic species that have adapted to anoxic environments) [2,8], a recent study by Ghosh, et al. supports the conclusion that *R*. *rubrum* lacks an orthologous QFR, implying that SQR is capable of functioning in reverse with RQ as an electron donor [9]. A similar phenomenon has been reported in *E*. *coli*, where SQR can replace QFR to support anaerobic growth when fumarate is utilized as the terminal electron acceptor using the low potential carrier, MK [10]. We previously reported that Q is a required precursor for RQ biosynthesis in *R*. *rubrum* [11]. Investigation of a mutant strain incapable of anaerobic growth and devoid of RQ led to the identification of the *rquA* gene as the locus of this loss of function. Complementation of the mutant with an intact *rquA* gene restored both anaerobic growth and RQ production [12].

The phylogenetic distribution of *rquA* was analyzed in a recent report [13]. In addition to its sparse distribution across eukaryotes and bacteria adapted to hypoxia, this analysis supports the hypothesis that this pattern resulted from multiple lateral gene transfer events. Interestingly, this work highlights the fact that a subset of eukaryotic organisms (such as *A*. *suum* and *Caenorhabditis elegans*) known to produce RQ lack an *rquA* ortholog, suggesting that there are alternative biosynthetic routes to RQ. Nonetheless, it is clear that *rquA* performs a necessary role in *R*. *rubrum* (and presumably in all other organisms possessing *rquA* orthologs), a role we seek to further clarify in the present study. We report here the first transcriptome data obtained by RNA sequencing (RNAseq) of *R*. *rubrum* under aerobic and anaerobic conditions. This data, in conjunction with comparative genomic analysis, was used to evaluate putative gene candidates involved in RQ biosynthesis or its regulation. We then characterized several such candidates by generating knockouts in *R*. *rubrum* and assessing the effect on RQ levels and *rquA* expression.

## Materials and methods

### Bacterial strains and growth

Wild type *R*. *rubrum* (ATCC 11170) was obtained from ATCC (Manassas, VA). All *R*. *rubrum* cultures were grown in yeast extract-supplemented malate-ammonium rich (SMN) medium [12] supplemented with nalidixic acid (Nx, 20 μg/mL). Gentamicin sulfate (Gm, 10 μg/mL) was additionally added for all mutant strains. *R*. *rubrum* starter cultures (6 mL) were inoculated from a colony scrape on an SMN-agar plate, and grown aerobically in 25-mL Erlenmeyer flasks at 30°C in the dark in a C24 Incubator Shaker (New Brunswick Scientific, Edison, NJ), shaking at 150 rpm for 2 days (OD_660_ values from single colony ranged from 1–4). For growth experiments, aerobic and anaerobic cultures from each strain were prepared from the same seed culture which was diluted with SMN to a final OD_660_ of 0.02, and divided into replicate flasks or vials, respectively. Aerobic cells were grown using the same conditions described for starter cultures and harvested in the late stationary phase after 2.5 days (OD_660_ 4–5), which corresponded to maximum cell density and a semi-aerobic state (indicated by pink pigmentation of culture). Anaerobic *R*. *rubrum* cultures were grown in glass screw-top 5/8 dram vials filled to capacity at 30°C in an Innova 4430 incubator shaker (New Brunswick Scientific, Edison, NJ) equipped with a full spectrum fluorescence lamp with light output of 365 lx (Verilux Full Spectrum F20T12VLX, Veriflux, Inc., Waitsfield, VT). Anaerobic growth lagged about two days behind aerobic growth, and anaerobic cells were harvested in the late stationary phase after 5 days (OD_660_ ~3–8), which corresponded to deep burgundy pigmentation of cultures. Cultures were pelleted in microcentrifuge tubes (1.5 mL aliquots) by centrifugation at 10,000 x *g* for 20 min. After discarding supernatant, tubes were inverted on paper towels for 10 min to drain residual water, and then any remaining moisture on the inside of the tubes was removed using Kimwipes prior to obtaining final pellet masses (25–40 mg). Pellets from the same starting cultures of each strain were used for both LC-MS and RT-qPCR analysis. *E*. *coli* cells were grown overnight at 37°C in Luria broth while shaking at 180 rpm (OD_600_ of 2–3).

### RNA sequencing (RNAseq)

Wild type *R*. *rubrum* (ATCC11170) was grown from 5^th^ generation freezer stocks to the early stationary phase either aerobically or anaerobically as described previously [11], to create a 6^th^ generation of cultures with cell densities of 2 or 4 OD, respectively. The cells were pelleted by centrifugation (10,000 x *g)* and total RNA was extracted using the RNeasy Mini Kit (Qiagen, Palo Alto, CA). RNA sequencing was performed by the High Throughput Genomics Center (HTGC) at University of Washington in Seattle, WA. Sample integrity was tested using a bioanalyzer and RNA deep sequencing for prokaryotic organisms was performed using Illumina Single End Sequencing with 30–40 M reads at 1x36 base pair. Reads per kilobase million (RPKM) for every gene in the *R*. *rubrum* genome was computed as a measure of RNA quantity, and genes were sorted by comparing the ratio of RPKM in anaerobic versus aerobic conditions. Data were deposited in the Gene Expression Omnibus (GEO accession number: GSE130635) and are summarized in S1 Table.

### Genome comparisons

To identify likely orthologs among the genomes of *R*. *rubrum* (NCBI Genome ID 1016), *Rhodoferax ferrireducens* (NCBI Genome ID 1337), and *Rhodobacter sphaeroides* (NCBI Genome ID 509), each gene from the three genomes was mapped to orthologous gene groups among proteobacteria at the eggNOG database using the online tool eggNOG-mapper [14]. Subsequently, the gene groups were sorted to find groups shared by *R*. *rubrum* and *R*. *ferrireducens*, but not by *R*. *sphaeroides*. The database mapped 3398 *R*. *rubrum* (ATCC 11170) genes into orthologous gene groups. Of these, 1206 genes were mapped to orthologous groups shared by both *R*. *ferrireducens* T118 and *R*. *sphaeroides* 2.4.1, and an additional 269 *R*. *rubrum* genes were mapped to gene groups shared only with *R*. *ferrireducens*, but not with *R*. *sphaeroides* (S1 Table). A second approach was employed to measure the similarity of each *R*. *rubrum* gene to its closest relative in each of the other genomes in order to identify *R*. *rubrum* genes that are more closely related to *R*. *ferrireducens* genes than to *R*. *sphaeroides* genes. Each *R*. *rubrum* gene was aligned with its nearest relative in *R*. *ferrireducens* and *R*. *sphaeroides* by BLASTp and the strength of the alignment was recorded as an E-value. *R*. *rubrum* genes were sorted by the size of the distance between *R*. *ferrireducens* and *R*. *sphaeroides* using the ratio (E of *R*. *rubrum*:*R*. *ferrireducens* / E of *R*. *rubrum*:*R*. *sphaeroides*), where genes of interest had a very small E in a *R*. *ferrireducens* alignment and a much larger E in a *R*. *sphaeroides* alignment. Ratio values closest to zero indicated genes that are much more closely related to *R*. *ferrireducens* than to *R*. *sphaeroides*.

### Construction of *R*. *rubrum* knockout mutants

Two 0.8 kb fragments in the 5’ and 3’ regions of the gene of interest were separately amplified by high-fidelity PCR from WT *R*. *rubrum* genomic DNA using oligonucleotide primers with 5’ tails containing restriction sites. Primers constructed to make a precise deletion of the open reading frame were designed on the New England BioLabs website using the NEBuilder Assembly Tool and are listed in Table 1. A gentamicin antibiotic resistance (Gm^r^) cassette was amplified from the plasmid pUCGM (gift from Gary Roberts, University of Wisconsin, Madison) using primers with sequences (forward: 5’-CCATTCGCCATTCAGGCTG-3’ and reverse: 5’-GCAGTGAGCGCAACGCAATTAATG-3’) with added restriction sites corresponding to the 5’ and 3’ amplicons (Table 1). The amplicons were ligated together into the pUX19 plasmid (gift from Gary Roberts, Addgene plasmid # 36328), a kanamycin-resistant (Km^r^) suicide vector, using the Gibson Assembly kit (New England BioLabs, Ipswich, MA) and transformed into DH5α *E*. *coli* for replication. The isolated plasmid sequences were verified using Sanger sequencing, and S17-1 *E*. *coli* was transformed with each plasmid for subsequent conjugation with WT *R*. *rubrum*. Transformed S17-1 cultures were grown overnight to an OD_600_ of 2.0, diluted 1:4 in LB, and incubated at 37°C with shaking at 180 rpm for 2.5 h. Aerobically grown *R*. *rubrum* (100 μL, OD_660_ 2.0) was combined with 100 μL of the S17-1 culture and pelleted at 8000 *x g* for 30 s. The pellet was resuspended in 25 μL SMN media and added directly to a 0.45 μm x 15 mm nitrocellulose filter, which was placed on an SMN plate with no antibiotics and incubated overnight at 30°C. After 12–16 h, the filter was transferred to 1 mL SMN and gently agitated using a vortexer to resuspend cells. From this resuspension, 150 μL was plated on SMN plates containing Nx and Gm. Colonies that grew on the Nx/Gm SMN plate were streaked onto SMN plates with Nx and Km to select for those that underwent a double-crossover recombination event (no growth on Km indicates target deletion). The putative deletion mutant colonies were grown in liquid cultures under aerobic and anaerobic conditions to observe the phenotypic effect. Genomic DNA was isolated for sequencing of the flanking regions and the Gm^r^ cassette using primers within the cassette and 300 bp outside the plasmid-cloned sequences to confirm the absence of the target gene. Mutants were named with the Δ symbol and the number of the gene that they are lacking (Δ*3606*, Δ*1729*, etc.).

**Table 1:** Primer sequences for amplification of the 5’ and 3’ regions surrounding each gene of interest in *R*. *rubrum*. Sequences 0.8 kb upstream and 0.8 kb downstream of each gene were generated on the NEBuilder website.

KO Name	Primer Region	FWD primer	REV primer
Δ*1274*	5’	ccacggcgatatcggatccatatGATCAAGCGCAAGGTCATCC	tggcgaatggGGGCGGTGATAGCCCATC
	3’	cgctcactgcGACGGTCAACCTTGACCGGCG	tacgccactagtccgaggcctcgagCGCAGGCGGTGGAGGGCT
Δ*1729*	5’	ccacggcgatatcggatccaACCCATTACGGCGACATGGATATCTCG	tggcgaatggCCAGAGCGCAGCGTGCGC
	3’	cgctcactgcCGGTCTTCCTCGGGATCG	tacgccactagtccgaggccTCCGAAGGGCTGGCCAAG
Δ*2106*	5’	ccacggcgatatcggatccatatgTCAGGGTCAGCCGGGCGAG	gcgaatggGCCGCCATCGGCCGTT
	3’	cgctcactgcCGCCTTTCTCGGCGCCGT	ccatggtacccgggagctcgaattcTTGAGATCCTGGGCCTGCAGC
Δ*2553*	5’	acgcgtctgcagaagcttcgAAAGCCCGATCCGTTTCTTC	tggcgaatggGACCAGATCGGCCAGGAA
	3’	cgctcactgcCGATTTCGGCGGTCGCCG	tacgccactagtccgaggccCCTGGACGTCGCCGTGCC
Δ*2871*	5’	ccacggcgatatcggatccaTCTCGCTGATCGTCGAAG	tggcgaatggGGCCTCGTCGACCAGATC
	3’	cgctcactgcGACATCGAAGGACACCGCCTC	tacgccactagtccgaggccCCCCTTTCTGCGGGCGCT
Δ*3004*	5’	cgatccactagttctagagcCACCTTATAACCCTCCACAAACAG	tggcgaatggGAATCCGGTCACCCGCTG
	3’	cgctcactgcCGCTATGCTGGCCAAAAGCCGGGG	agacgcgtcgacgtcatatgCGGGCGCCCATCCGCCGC
Δ*3121*	5’	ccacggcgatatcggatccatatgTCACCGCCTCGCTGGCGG	tggcgaatggGAACCGCCGCCAAGCCGG
	3’	cgctcactgcCCTTGCCCCCGGCGCGTG	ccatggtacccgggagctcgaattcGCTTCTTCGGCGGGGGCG
Δ*3231*	5’	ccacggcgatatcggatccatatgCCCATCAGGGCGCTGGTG	tggcgaatggCGCCGTCTCTCCGTCCAC
	3’	cgctcactgcCCGTGCCGGGCATGGCGG	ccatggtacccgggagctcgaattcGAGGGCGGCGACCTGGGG
Δ*3606*	5’	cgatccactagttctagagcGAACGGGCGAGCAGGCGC	tggcgaatggAGGACGCGCCCCATGGATC
	3’	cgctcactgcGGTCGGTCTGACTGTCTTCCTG	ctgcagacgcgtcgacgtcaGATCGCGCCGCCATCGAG

### Lipid extraction of cells

Lipid extractions were performed on thawed cell pellets (25–40 mg) of WT and mutant strains of *R*. *rubrum* (aerobic and anaerobic). RQ_3_ internal standard (20 μmol) was added to all samples prior to extraction for a final LC-MS injection concentration of 1.25 pmol/10 μL. Cells were kept on ice and resuspended in methanol (1 mL) and H_2_O (80 μL, 18 MΩ) by vortex mixing in a 5-mL glass screw-cap centrifuge tube. Petroleum ether (0.8 mL) containing 10 μM butylated hydroxytoluene (BHT) was added to each cell suspension and mixed. Extraction mixtures were separated by centrifugation at 2000 *x g* for 5 min at 4°C (Dupont, Sorvall RT 6000B, Wilmington, Delaware). A second extraction of the aqueous layer with petroleum ether (0.8 mL, 10 μM BHT) was performed, and the ether layers were combined. The extracts were dried down using a nitrogen evaporator (Organomation, Berlin, MA) and stored at -20°C in a desiccator before resuspension. Dried lipid extracts were resuspended in LC-MS grade hexanes (80 μL) and 200 proof ethanol (320 μL). Fresh 1:200 dilutions were prepared in ethanol prior to each injection.

### Preparation of standards

LC-MS standards were prepared for the RQ_10_ quantitation in pellets, containing RQ_3_ (1.25 pmol/10 μL injection), RQ_10_ (0.8, 1.6, 3.2, 6.4, 8.0 pmol/10 μL injection), and Q_10_ (0.8, 1.6, 3.2, 6.4, 8.0 pmol/10 μL injection) in absolute ethanol. Standards were extracted using the same protocol as the pellets, except with petroleum ether containing 1 μM BHT. Dried standards were resuspended in 40 μL hexanes and 160 μL ethanol, and fresh 1:100 dilutions were prepared for each injection.

### Liquid chromatography-mass spectrometry (LC-MS) analysis of RQ and Q production

The diluted lipids extracts and standards were separated using high performance liquid chromatography (Waters Alliance 2795, Waters Corporation, Milford, MA) and quinones were quantified using a triple quadrupole mass spectrometer in positive electrospray mode (Waters Micromass Quattro Micro, Waters Corporation, Milford, MA). Chromatography was performed at 4°C using a pentafluorophenyl propyl column (Luna PFP[2], 50 by 200 mm, 3 μm, 100 Å, Phenomenex, Torrance, CA) at a flow rate of 0.5 mL/min and injection volumes of 10 μL. Quinones were eluted between 1.7 and 6.7 min by using a gradient system containing water with 0.1% formic acid (buffer A) and acetonitrile with 0.1% formic acid (buffer B). The water and acetonitrile used were liquid chromatography-mass spectrometry (LC-MS)-grade Optima (Fisher Scientific, Pittsburgh, PA), and the formic acid was >99% packaged in sealed 1-mL ampoules (Thermo-Scientific, Rockford, IL). The gradient (buffer A-buffer B) method used was as follows: 0 to 3.5 min (30:70), 3.50 to 3.75 min (30:70 to 2:98), 3.75 to 7.25 min (2:98), 7.25 to 7.5 min (2:98 to 30:70), and 7.50 to 9 min (30:70). The RQ_3_ internal standard eluted at 1.7 min, RQ_10_ at 6.6 min, and Q_10_ eluted at 6.7 min. Quantitation was accomplished using MRM of singly charged ions, and monitored for the mass transition from each quinone precursor ion ([M+H]^+^) to its respective tropylium product ion ([M]^+^). Mass Lynx V. 4.1 software was used for data acquisition and processing. Linear slopes were calculated using peak areas with a bunching parameter of 3 and three smoothing functions. The following global conditions were used for MS/MS analysis of all compounds: Capillary voltage, 3.60 kV; Source temp, 120 ^o^C; Desolvation temp, 400 ^o^C; Desolvation N_2_ gas flow, 800 L/h; and Cone N_2_ gas flow, 100 L/h. Argon gas was used as the collision gas and was obtained from the boil-off from a bulk liquid argon storage tank. Additional quinone-specific parameters are listed in Table 2.

**Table 2:** LC-MS parameters for each quinone.

MS parameter	RQ_3_	RQ_10_	Q_10_
Dwell time (ms)	200	100	100
Cone (V)	25	39	35
Collision (V)	20	30	30
Precursor mass [M+H]^+^ (*m*/*z*)	372.2	848.7	863.7
Ion product mass [M]^+^ (*m*/*z*)	182.2	182.2	197.4

Two injections of standards were analyzed to generate standard curves of RQ_10_/RQ_3_ and Q_10_/RQ_3_ response ratio versus RQ_10_/RQ_3_ and Q_10_/RQ_3_ pmol ratio, respectively. Injections of each lipid sample were performed in duplicate and the average pmol RQ_10_ and Q_10_ per mg wet pellet mass were calculated for each sample using the standard curve and corrected for recovery of RQ_3_ internal standard. This analysis was performed with three different cell pellets of WT and each mutant (semi-aerobic and anaerobic) and the pmol RQ_10_ and Q_10_ per mg wet pellet values from each sample were averaged to obtain the average total pmol RQ_10_ and Q_10_ production, per milligram of cells, for each strain. From these results, a one-tailed Student’s t-test assuming equal variances was performed, comparing each semi-aerobic mutant strain to the semi-aerobic WT production, and anaerobic mutants to anaerobic WT production. Significant differences were determined at the α < 0.05 level.

### Optimization of TaqMan assays for real-time quantitative polymerase chain reaction (RT-qPCR)

In order to compare the expression of the Rru_A3227 *(rquA)* gene in WT with the Δ*1729* and Δ*3606* mutants, several endogenous control genes were tested for use with the TaqMan Gene Expression Assay (Life Technologies, Waltham, MA). The genes tested as endogenous controls were: Rru_A0016, Rru_0454, Rru_A0917, Rru_A2015, Rru_A2882, and Rru_A3079. To determine the dynamic range of detection and validate the efficiency of the target and endogenous control assays, a relative standard curve experiment was performed over a 6-log dilution range of cDNA from WT, Δ*1729*, and Δ*3606*, in triplicate. The Rru_A3079 gene was selected for the endogenous control assay since it had similar expression under both aerobic and anaerobic growth, and was stable in all samples. The primer and probe sequences for each assay are listed in Table 3.

**Table 3:** The forward and reverse primer sequences for TaqMan assays. Primer sequences for Rru_A3227 and Rru_A3079 are listed, as well as the probe sequence.

TaqMan® Assay	Fwd primer	Rev primer	Probe
Rru_A3227	TTTGAACCCGGCCAAGAG	GCGAGAACGGTCCATAAACG	TTCTGCAGCCCGCC
Rru_A3079	GGCGGTGATGCACGTTCT	GCAGGGCCGGTATTTGGTAT	ACGAGGGTTTGGCC

### RT-qPCR on mutant *R*. *rubrum* strains

Based upon LC-MS results, total RNA from anaerobically grown WT, Δ*1729*, and Δ*3606* was isolated from cell pellets which were prepared as previously described, using the RNeasy Mini Kit (Qiagen, Palo Alto, CA) and the Quick-Start protocol for < 1x10^8^ cells. All samples underwent an on-column DNase II digestion for 15 min at 30°C during the RNA purification process, as well as a second 1-h DNase II treatment at 30°C. After the second DNase II treatment, the RNA was cleaned using the Zymo Clean and Concentrator Kit (Zymo Research, Irvine, CA). The concentration and quality of RNA (A_260/280_) was determined using a Nanodrop One UV-Vis spectrophotometer (Thermofisher Scientific, Waltham, MA). PCR with the Rru_A3231 in-gene primers (5’- TTCTGACCTTGCTGGCGATC-3’ and 3’- GGCTGATGCTGGCATCAAG-5’) was performed on each sample in order to test for genomic DNA contamination. The PCR products were visualized on a 1% agarose gel, alongside the crude RNA in order to verify that the RNA was intact. Once clean RNA was obtained, the High Capacity RNA to cDNA kit (Applied Biosystems, Waltham, MA) was used to create a cDNA library at a concentration of 120 ng/μL, the optimum concentration within the dynamic range of the TaqMan Gene Expression Assays, as determined by the standard curve experiment. A no reverse transcriptase (no RT) sample was also prepared in the cDNA reaction in order to test for the presence of genomic contamination in the RT-qPCR experiment. A standard Comparative C_T_ (ΔΔC_T_) experiment was performed with the Rru_A3227 and Rru_A3079 assays on a StepOnePlus Real-Time PCR system (Life Technologies, Waltham, MA). ROX dye was used as a passive reference and WT cDNA was used as an active reference in each experiment. Each cDNA sample and no RT control was tested in triplicate with each assay, and the average C_T_ values were generated for each biological sample with each gene target. From here, ΔC_T_ and ΔΔC_T_ values were obtained in order to determine the range of fold-change values, comparing anaerobic knock-out mutants to anaerobic WT. Relative quantitation (RQ) ranges were determined through standard propagation of error [15].

## Results

### Identification of RQ biosynthesis gene candidates

Of the 3782 *R*. *rubrum* genes for which data were obtained, 806 expressed RNA at least 3-fold higher in anaerobic versus aerobic conditions, representing ~22% of the genome (RPKM ratio greater than 2.99, S1 Table). 

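RNAseq was carried out on 1 wild-type culture grown without oxygen in the light and 1 culture grown with aeration in the dark, so each condition had 1 library and no replicate. Both cultures were of the 6th generation and, according to the paper, in early stationary phase. The paper gives their cell densities as 4 OD for the anaerobic and 2 OD for the aerobic culture. Oxygen, light and cell density therefore differed together between the 2 libraries. Ribosomal RNA was removed before the libraries were made, according to the sample records, and single reads of 36 bp were obtained. The paper states 30 to 40 M reads, while the sample records state about 20 M. The authors deposited a table of 3905 features, 3855 on the chromosome and 50 on the plasmid, with the number of reads counted on each feature and its RPKM, which divides the number of reads by a length and by the total of the reads counted in that library. The length in the deposited RPKM is 1 bp more than that of the feature, because the deposited starts are counted from 0, and the RPKM given here uses the length of the feature. These counts came to 3626566 reads for the anaerobic and 829950 for the aerobic library, and the values given here rest on these counted reads. The aligner, the genome build and whether strand was used in the counting are not given in the sources used here. Each ratio was computed from the counts. The 13 features without a name were left out, which leaves 3892 features with 3624152 anaerobic and 829747 aerobic counts. The RPKM ratio of a gene is then its anaerobic count over its aerobic count, divided by the ratio of the 2 totals, 4.37, and gene length cancels. The median feature had 177 anaerobic and 36 aerobic counts, and 352 features had fewer than 10 aerobic counts against 108 with fewer than 10 anaerobic counts, so the aerobic count sets the precision of most ratios. Each ratio is given with an exact (Clopper-Pearson) 95% interval from the 2 counts. The intervals cover counting error only, not the difference that 2 cultures grown under 1 condition would show, and no test between the conditions was possible.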

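Of the 3892 named features, 803 had an RPKM ratio above 2.99, which is 20.6% of them. These were 786 other chromosomal features, 11 of the 42 tRNA genes and 6 of the 50 genes on the plasmid. Over all 3905 features with the RPKM as deposited, the number was 806, which includes 3 features without a name. A further 2 features had no aerobic counts and so have no ratio. Counting error alone left 462 of the 803 above the cut-off at their lower 95% limit, and the limit lay above 1 for 799. The other 341 had intervals that reach 2.99 or below, and 459 features with a ratio at or below 2.99 had an upper limit above it. Among the 803, 107 rest on fewer than 10 aerobic counts. In the opposite direction 897 features had a ratio below 1/2.99, and the median ratio over the 3887 features with counts in both libraries was 0.973 (95% interval of the median 0.924 to 1.02). Among the alternative scalings, the upper-quartile factors of edgeR moved these numbers most, to 629 features above 2.99 and 1080 below 1/2.99.

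**Figure D1:**
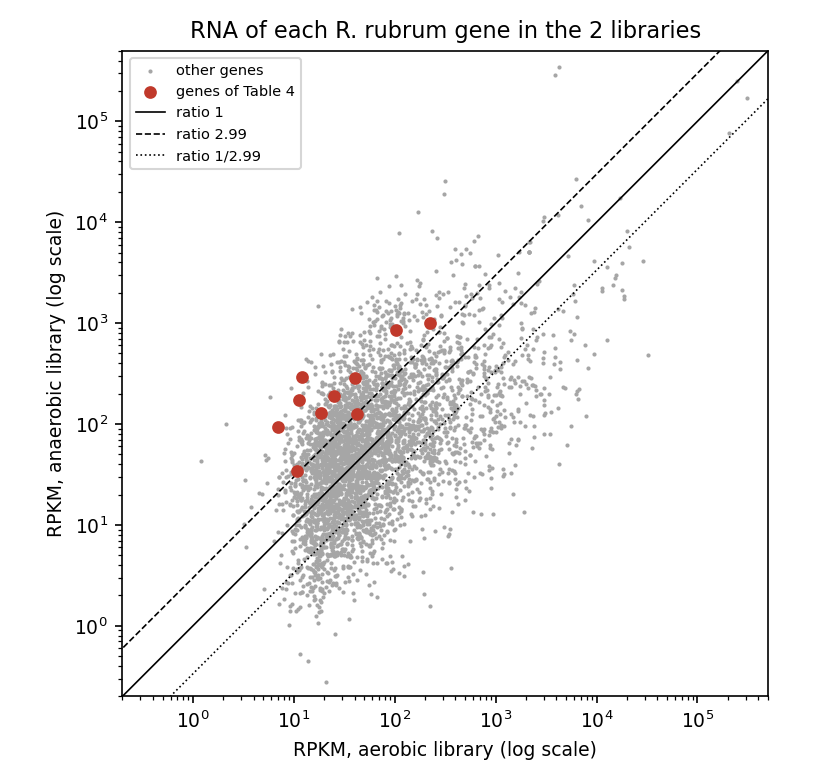
RPKM of each named feature with counts in both libraries, aerobic on the horizontal and anaerobic on the vertical axis, both on log scales. Grey points are single features, red points are the 10 genes of Table 4, and the lines mark ratios of 1, 2.99 and 1/2.99; 803 features lie above the dashed line, and the 5 features with a count of 0 in either library are not drawn.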

The genomes of two purple photosynthetic bacteria were compared with *R*. *rubrum*. *R*. *ferrireducens* produces RQ and can undergo anaerobic respiration [16,17]. *R*. *sphaeroides* does not produce RQ and cannot carry out anaerobic respiration [18,19]. Of the 806 genes upregulated during anaerobic growth, 51 genes were found to be members of orthologous gene clusters shared with *R*. *ferrireducens*, but not with *R*. *sphaeroides* (S1 Table). 

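The cluster marks were taken from S1 Table, of which the copy used here lacks 1787 of the 3782 genes. For each gene it holds, its counts are those of the deposited table, and 783 of these genes had a ratio above 2.99. In these genes 262 carried the mark of an eggNOG cluster shared with *R*. *ferrireducens* but not with *R*. *sphaeroides*, with a median ratio of 0.955. A mark together with a ratio above 2.99 was found for 56 genes. This is a count over the part of the table that was used, and the missing genes could only raise it. The ratios of the 56 genes ran from 2.994 to 72.2 with a median of 4.44, and 21 were under 4. The lower 95% limit was above 2.99 for 28 of the 56 and above 1 for all 56. Fewer than 10 aerobic counts were behind 8 of these ratios. With edgeR's upper-quartile factors the number of marked genes above 2.99 was 39, and with the anaerobic library thinned at random to the aerobic depth it was 49.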

From this abbreviated list (which includes the *rquA* gene, serving as a benchmark for involvement in RQ_10_ biosynthesis), we selected for further investigation six genes annotated with putative functions related to methyl-, amido- or aminotransferase activity, or no known function (Table 4). 

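The *rquA* gene (Rru_A3227), annotated as a methyltransferase, lies on the chromosome from 3721137 to 3721901 and had 2376 anaerobic and 65 aerobic counts. Its RPKM was 857 anaerobically and 102 aerobically, a ratio of 8.37 (95% interval 6.54 to 10.9), which ranks 207th among the 3890 features with a ratio. Of the 6 genes selected beside it, Rru_A1274, a radical SAM family protein at 1498584 to 1499282, had the highest ratio, 24.3, from 742 anaerobic counts and 7 aerobic counts, and its interval of 11.7 to 60.6 lies above that of *rquA*. Rru_A2106, at 2440816 to 2441787, had a ratio of 7.67 (4.93 to 12.6) from 670 and 20 counts. Rru_A3606, at 4146133 to 4146945, had a ratio of 7.07 (4.83 to 10.8) from 834 and 27 counts. Rru_A1729, at 2024861 to 2025637, had a ratio of 6.89 (3.89 to 13.5) from 361 and 12 counts. These 3 genes are annotated as hypothetical proteins, and their intervals overlap each other and that of *rquA*, so the 4 ratios were not distinguishable at this depth. The annotated start of Rru_A1729 overlaps the gene before it by 4 bp. Rru_A3004, a class I and II aminotransferase at 3460709 to 3461944, had the most counts of the group, 4465 and 228, and a ratio of 4.48 (3.92 to 5.14), below the interval of *rquA*. Rru_A3231, annotated as an isoprenoid biosynthesis protein with an amidotransferase-like domain, lies at 3725576 to 3726259. It had 314 and 24 counts and a ratio of 2.995 with an interval of 1.98 to 4.75, which contains the cut-off of 2.99. Its ratio was at or below 2.99 under 4 of the 7 alternatives for scaling, added counts and depth. Examples are 2.45 with edgeR's upper-quartile factors and 2.79 in 1 random thinning of the anaerobic library to the aerobic depth. The other 6 genes stayed above 2.99 under each of these alternatives. Thinning leaves the expected ratio as it is and adds random error. Added counts lower ratios above 1 that rest on few aerobic counts. A ratio this close to 2.99 can fall below it by either. Positions are 1-based in the coordinates of the deposited table. The paper takes *rquA*, already known to be required for RQ, as the benchmark, and selects genes with the same pattern of higher anaerobic RNA and a cluster shared with the RQ producer only as candidates for further roles in RQ biosynthesis.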

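Rru_A2871, Rru_A2553 and Rru_A3121 carry no cluster mark in S1 Table. Rru_A2871, annotated as a peptidase of family M20D and amidohydrolase, lies on the chromosome from 3307070 to 3308245. It had 729 anaerobic and 11 aerobic counts and a ratio of 15.2 (95% interval 8.43 to 30.5). Rru_A2553, annotated as a methylase-like protein of ubiquinone and menaquinone biosynthesis, lies at 2968578 to 2969267. Its ratio of 13.5 rests on 236 anaerobic counts and 4 aerobic counts, which gives the wide interval of 5.21 to 50.0. Rru_A3121, annotated as an asparagine synthase, lies at 3600181 to 3602106 and had 240 and 17 counts. With a ratio of 3.23 and an interval of 1.98 to 5.64 it cannot be placed above or below 2.99 from the counts alone. The ratio fell to 2.65 with edgeR's upper-quartile factors. It was 2.82 in 1 random thinning of the anaerobic library, which adds random error only. Each of the 3 genes overlaps an adjacent gene by 4 bp, and reads in the overlap may have been counted for either gene. The aerobic RPKM of these 3 genes, from 6.99 for Rru_A2553 to 11.3 for Rru_A2871, was among the lowest of the aerobic library, where the 5th percentile of the chromosomal genes of at least 600 bp was 12.1.

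**Figure D2:**
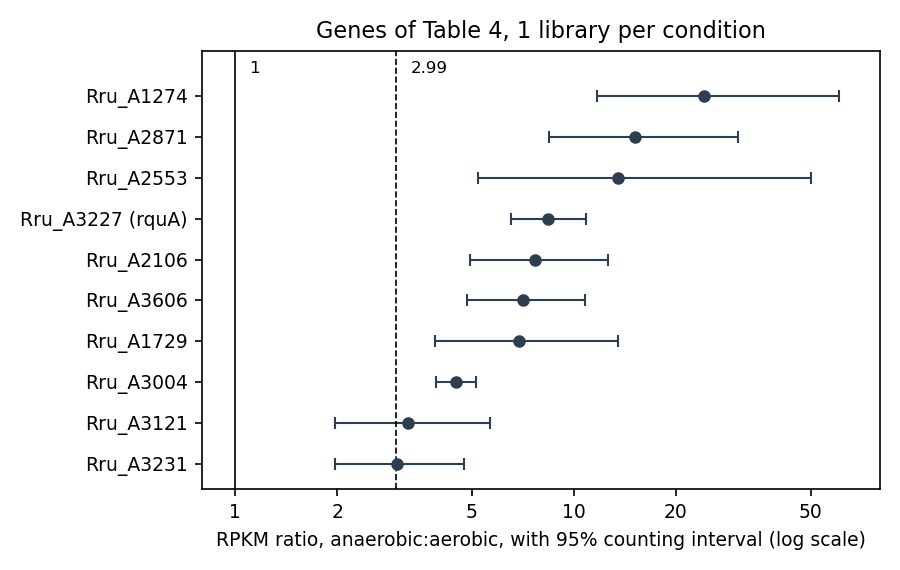
RPKM ratios (anaerobic:aerobic, log scale) of the 10 genes of Table 4, with points for the ratio and bars for the exact 95% interval from the counts of 1 library per condition. The solid line marks a ratio of 1 and the dashed line the cut-off of 2.99; the intervals of 8 genes lie above the dashed line and those of Rru_A3121 and Rru_A3231 cross it.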

We selected three additional genes with putative transferase functions that were both dramatically up-regulated in anaerobic conditions and more closely related to a gene in *R*. *ferrireducens* than to *R*. *sphaeroides*, when comparing BLASTp E-values (Table 4).

**Table 4:** *R*. *rubrum* gene candidates identified from RNAseq and comparisons with RQ producer *R*. *ferrireducens* and RQ non-producer *R*. *sphaeroides*.

Gene candidate (NCBI)	RPKM Anaerobic:Aerobic	Log (E-value *Rr*:*Rf /*E-value *Rr*:*Rs)*	eggNOG orthologous gene cluster	Proposed Function
*rquA* (Rru_A3227)	8.4	-57.8	179MD	methyltransferase
Rru_A1274	24.3	-67.6	176BB	Radical SAM family protein
Rru_A2871	15.2	-18.3	—	Peptidase/amidohydrolase
Rru_A2553	13.5	-5.1	—	Ubiquinone/menaquinone biosynthesis methyltransferase
Rru_A2106	7.7	-68.4	16QF5	Hypothetical protein
Rru_A3606	7.1	-31.8	16RW4	Hypothetical protein
Rru_A1729	6.9	-35.2	16YKK	Hypothetical protein
Rru_A3004	4.5	-73.4	16Q21	Class I and Class II aminotransferases
Rru_A3121	3.2	-170.0	—	Asparagine synthase
Rru_A3231	3.0	-57.0	1748D	Isoprenoid biosynthesis protein with amidotransferase-like domain

RNA expression differences in anaerobic and aerobic conditions are shown as ratios of RPKM measured in each condition. Comparisons in similarity between each *R*. *rubrum (Rr)* gene and its closest relative in *R*. *ferrireducens (Rf)* and *R*. *sphaeroides (Rs)* are shown as ratios of BLASTp E-values. When *R*. *rubrum* genes are members of orthologous gene clusters shared with *R*. *ferrireducens* but not with *R*. *sphaeroides*, the eggNOG cluster number is shown. Proposed functions are the annotations on each gene in the *R*. *rubrum* ATCC 11170 genome from NCBI. The complete set of RNAseq data and eggNOG analysis may be found in the S1 Table.

Each deleted gene region was amplified by PCR using primers outside of the flanking sequences cloned in the knock-out plasmids, and Sanger sequencing verified that the coding regions of each gene had been deleted and replaced by the Gm^r^ gene. While none of the knockouts halted the anaerobic growth of *R*. *rubrum*, as in the Δ*rquA* mutant, it was observed that compared to WT, anaerobic Δ*1729* growth was slower, and significantly lower cell density was obtained after 5 days of growth (OD_660_ 2.9 ± 0.8) (Fig 2). The semi-aerobic cultures grew to a similar OD_660_ in all strains (Fig 2).

**Fig 2:**
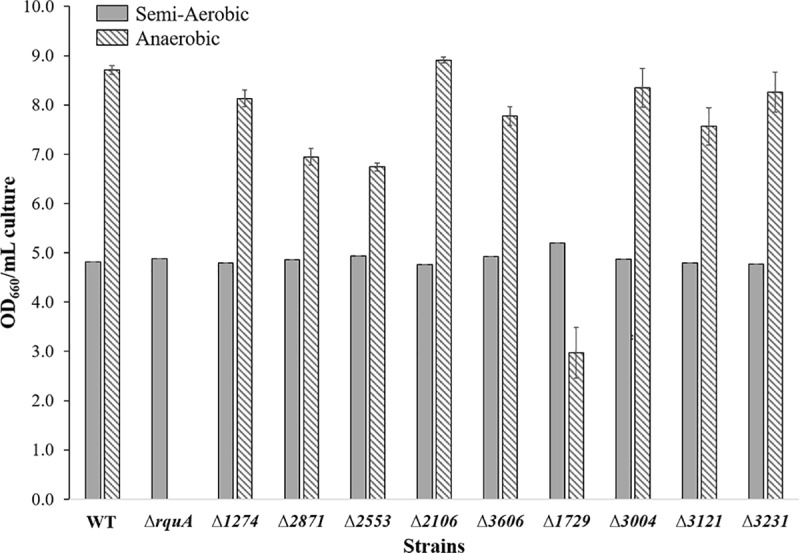
OD_660_ values for 1 mL cultures of *R*. *rubrum* mutant strains compared to WT. The striped bars represent OD_660_ values reached under anaerobic growth conditions and the grey bars indicate OD_660_ values after reaching semi-aerobic growth conditions. All anaerobic cultures were grown five days at 30°C, and semi-aerobic cultures were harvested after 2.5 days. No growth occurred in Δ*rquA* under anaerobic conditions.

### LC-MS quantitation of RQ and Q in knock-out mutants

The results from LC-MS quantitation of RQ_10_ and Q_10_ produced under anaerobic growth conditions in the WT and mutant strains are shown in Fig 3A. The Student’s t-test showed that anaerobic Δ*1729* produced significantly less RQ_10_ than anaerobic WT (p = 0.028), as well as reduced levels of Q_10_. Anaerobic Δ*3606* produced more RQ_10_ than anaerobic WT with a weak significance at the α < 0.05 level (p = 0.054). The level of Q_10_ in the anaerobic Δ*3606* sample was significantly increased compared to WT (p = 0.012). The quinone levels from the semi-aerobically grown bacteria are listed in Fig 3B. The semi-aerobic Δ*rquA* mutant produced significantly less RQ_10_ as compared to semi-aerobic WT, as expected (p = 0.003), and significantly more Q_10_ (p = 0.006).

**Fig 3:**
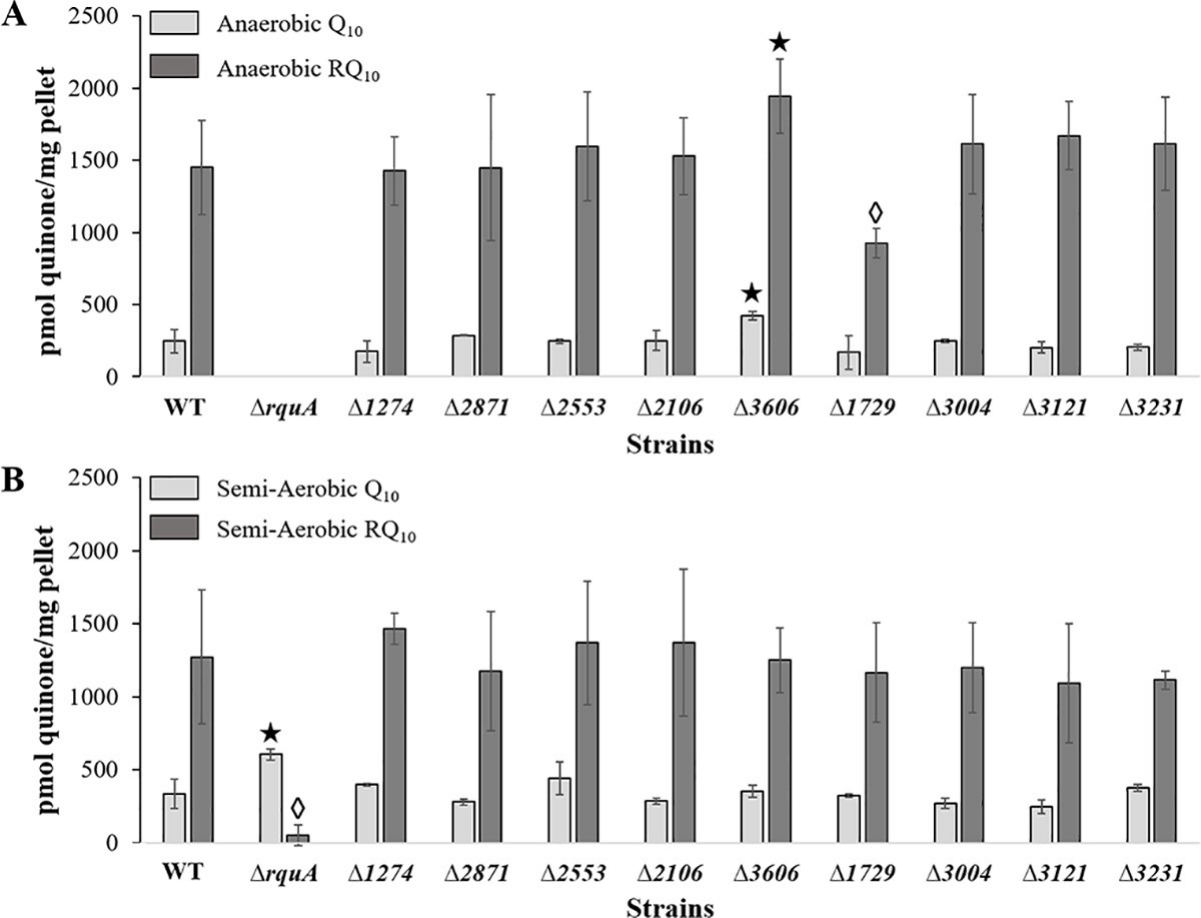
RQ_10_ and Q_10_ production (pmol/mg wet pellet) in *R*. *rubrum* mutant strains from LC-MS analysis. A. Anaerobic growth conditions with RQ_10_ production designated with dark grey bars and Q_10_ with light grey bars. No growth of Δ*rquA* occurred under anaerobic conditions. B. Semi-aerobic growth conditions with dark grey bars for RQ_10_ and light grey bars for Q_10_ production. Diamonds (◊) indicate significant decreases and stars (★) indicate significant increases in comparison to WT at the α < 0.05 level.

### RT-qPCR analysis of gene expression in knock-out candidates

The LC-MS results prompted further investigation into the *rquA* gene expression in the Δ*1729* and Δ*3606* strains. The standard curve experiment for optimization of the TaqMan assays determined that the target (Rru_A3227) and endogenous control (Rru_A3079) assays gave slopes and amplification efficiencies were approximately equal. The Rru_A3227 assay had 109% efficiency with a slope of -3.12 and R^2^ = 0.97. The Rru_A3079 assay had 111% efficiency with a slope of -3.09 and R^2^ = 0.99. Because of these similarities, RT-qPCR was performed on RNA isolated from Δ*3606* and Δ*1729* mutants using the ΔΔC_T_ method for analysis. The RT-qPCR results showed that, under anaerobic growth, the Δ*3606* mutant had 1.4-fold increase in *rquA* gene expression as compared to WT, and the Δ*1729* mutant had a 1.2-fold increase (Fig 4). The differences in *rquA* expression between the mutants and WT are quite small (<2-fold increase), and do not demonstrate a strong correlation between RQ levels and *rquA* expression.

**Fig 4:**
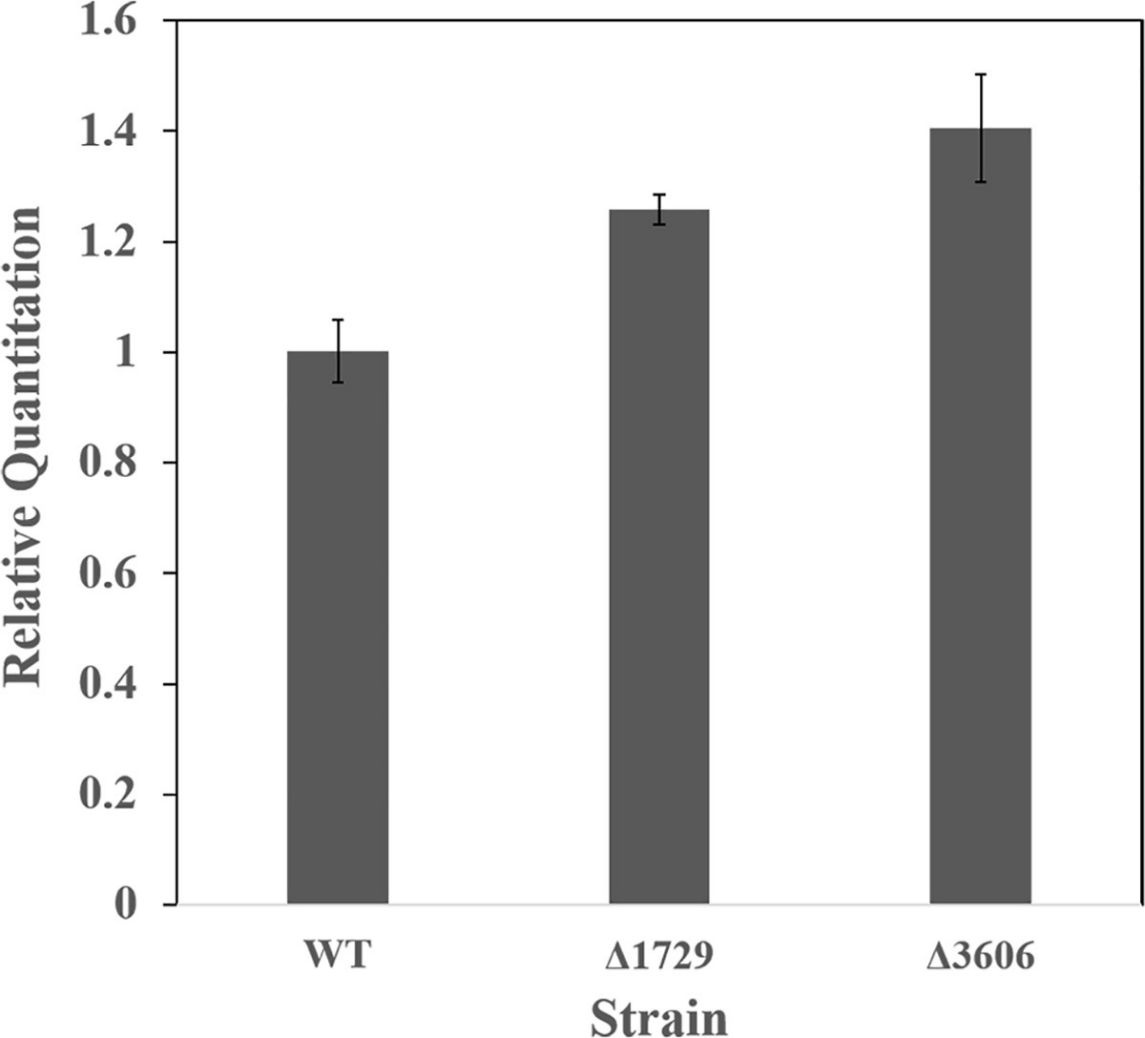
RT-qPCR Relative Quantitation (RQ) of anaerobic Δ*1729* and Δ*3606* RNA compared to WT. There was a 1.2-fold increase in *rquA* expression in the Δ*1729* mutant, and a 1.4-fold increase in Δ*3606*.

## Discussion

To search for additional genes that may be involved in RQ biosynthesis in *R*. *rubrum*, we used a candidate gene approach. Candidate genes were deleted from *R*. *rubrum*, and then we assayed for effects on anaerobic growth and the quantity of RQ and Q in the mutant *R*. *rubrum* strains. We reasoned that genes involved in RQ biosynthesis would be expressed at a higher level during anaerobic growth, when RQ production is essential, than during aerobic growth, when RQ is not necessary. We also anticipated that such genes would be more closely related to genes in bacteria that produce RQ than to genes in bacteria that do not produce RQ. We further reasoned that since RQ contains an amino group where Q has a methoxy group, genes involved in RQ synthesis might encode proteins with transferase activities, or perhaps proteins with no known function. We chose to delete the Rru_A2553 gene since it was annotated in the NCBI genome database as a ubiquinone/menaquinone methyltransferase. We predicted that if Q levels were reduced in this mutant, a similar effect would be observed on RQ levels, since Q has been proposed to be a precursor to RQ [11]. It is known that in *Saccharomyces cerevisiae*, Q biosynthesis requires a complex of at least eleven proteins [20], and therefore we previously hypothesized that RquA may similarly function in conjunction with other enzymes, such as an amido- or aminotransferase, as part of a multicomponent complex for RQ biosynthesis [12]. The deletion of genes required for a biosynthetic complex would be predicted to affect the synthesis of RQ and possibly the expression of *rquA*.

The LC-MS results presented indicate that *rquA* is more essential for RQ production in *R*. *rubrum* than any of the new candidate genes tested. However, some of the gene deletions in this study affected the levels of Q in anaerobically grown *R*. *rubrum*, which were in direct correlation to RQ levels. For example, deletion of Rru_A3606 resulted in a higher production of both Q and RQ under anaerobic conditions, while under semi-aerobic conditions, the amounts were consistent with the WT control. These data suggest the Rru_A3606 gene product could be involved in modulating Q synthesis or *rquA* expression. In contrast, reduced amounts of both Q and RQ were observed in Rru_A1729 in the absence of oxygen, while little variance was observed under semi-aerobic conditions. These results indicate that Rru_A1729 may be required to achieve growth equivalent to the WT strain in anaerobic conditions, and suggests that the anaerobic growth problem could be a result of lower quinone levels. Both examples support the observation that Q is a required biosynthetic intermediate to RQ [11], and specifically, Rru_A3606 and Rru_A1729 gene deletions may be affecting the regulation of Q synthesis under anaerobic conditions. We did not observe significant differences in Q or RQ levels in the Δ*2553* mutant under either growth condition. Even though Rru_A2553 is annotated as a ubiquinone/menaquinone methyltransferase, there are alternate methyltransferases present in the *R*. *rubrum* genome with higher sequence similarity to *coq3/ubiG* (Rru_A0742) and *coq5/ubiE* (Rru_A3798), the known methyltransferases used in Q biosynthesis in yeast and *E*. *coli*. Finally, the level of Q in the Δ*rquA* mutant was significantly increased compared to WT under semi-aerobic conditions, perhaps because it cannot serve as intermediate to RQ in the absence of RquA.

The effect on *rquA* RNA levels in the anaerobically grown mutants was less significant. For example, there was only a 1.4-fold increase of *rquA* gene expression in Δ*3606*, indicating that *rquA* RNA quantity is not closely linked to RQ levels. It is instead possible that Rru_A3606 inhibits the flux of Q precursors, or affects the stability of Q or RQ after they are produced. We cannot rule out the possibility that the Δ*3606* phenotype results from a polar effect on downstream genes in a shared operon. Additionally, the Δ*1729* mutant is not reducing RQ production by inhibiting *rquA* expression, as a 1.2 fold increase was observed. Normal Rru_A1729 activity could be necessary for adequate production of RQ precursors, improving activity of upstream enzymes in the pathway, or inhibiting enzymes that degrade RQ. For both these genes, sequence homology provides no clear hints concerning their functional roles.

Since it has been observed that RQ is required for photooxidase activity during photoheterotrophic growth of *R*. *rubrum* [21], a potential photosynthetic role for RquA may exist. Careful studies of *R*. *rubrum* growth and redox balance under microaerophilic conditions in the dark have established that the redox state of the quinone pool is crucial in regulation of gene expression, and in particular the observed induction of photosynthetic membrane production [22,23]. Under these conditions, *R*. *rubrum* is also metabolically poised between oxidative and reductive modes of operation of TCA enzymes. It remains to be seen how RquA-generated RQ levels, presumably promoting reduction of fumarate, affect QH_2_/Q ratios and in turn on their downstream effects.

A recent paper by Stairs et al. [13] has provided important additional information that aids interpretation of the results we report here. As mentioned earlier, the essential role of RquA could potentially be explained by its necessary inclusion in a multienzyme RQ-synthesizing complex that shares components with an analogous complex synthesizing Q, as was shown for the yeast Coq5 *C*-methyltransferase [24]. However, Stairs et al. find that many eukaryotic organisms possessing an *rquA* ortholog do not possess the components for Q biosynthesis. Hence RquA could not be functioning in a complex including such components. Additionally, these authors used phylogenetic profiling in order to identify other enzymes with the same sparse distribution among bacterial and simple eukaryotic organisms as RquA (similar to what we report here for the two comparison bacterial genomes *R*. *sphaeroides* and *R*. *ferrireducens*, without the benefit of *R*. *rubrum* transcriptome data, but broader in phylogenetic scope). This search did not reveal any gene co-occurring with *rquA*. The implication is that either RquA alone is sufficient for conversion of Q to RQ, or that this conversion requires the activity of RquA along with one or more additional enzymatic functions provided fortuitously by more broadly distributed gene product(s) that contribute as well to other metabolic transformations. As Stairs et al. [13] conclude, in either case, the lateral transfer of the *rquA* gene could confer on perhaps many recipient organisms the ability to convert Q to RQ. This scenario would also explain why none of the *R*. *rubrum* genes investigated here by knockouts were, like *rquA*, found to be essential for RQ production.

Our results have eliminated nine genes candidates as being essential for RQ biosynthesis in *R*. *rubrum*. We propose that RquA may be acting alone in the conversion of Q to RQ. RquA is predicted to be a SAM-dependent methyltransferase; however, it is missing several key residues in the SAM-binding motif [12] that are present in orthologs for which methyltransferase activity has been observed, such as UbiG and Coq3 [25]. There have been several recent examples reported that demonstrate an alternate function of enzymes that have a conserved SAM-binding methyltransferase fold [26–28]. In both the biosynthesis of the polyketide antibiotic β-rhodomycin [28], and the biosynthesis of the natural product leporin B [26], SAM acts as an electrostatic catalyst and not as a methyl donor. It is therefore possible that RquA is acting as a transaminase with SAM as a cofactor to stabilize a negatively charged intermediate produced during a direct addition of ammonia to Q. Future work will investigate *in vitro* assays of RquA with Q as a substrate, to determine if RquA is the only additional protein required for RQ biosynthesis in *R*. *rubrum*.

## Supporting information

S1 Table The 3782 annotated genes in the *R*. *rubrum* genome are sorted using three different criteria. Genes were screened using: 1) the RPKM ratio of anaerobic:aerobic mRNA transcripts (RPKM ratio greater than 2.99); 2) closest similarity to *R*. *ferrireducens*, a RQ producing species versus *R*. *sphaeroides*, a non RQ-producing species (logRat_RrRf_to_RrRs below -5); and 3) by presence of eggNOG orthologous clusters in *R*. *ferrireducens*, but not *R*. *sphaeroides* (eggNOG_Rr-Rf-NotRs). Yellow highlighting indicates that a criterion was met. There were 45 genes that met all three criteria, and the seven highlighted in orange were selected for deletion in this study (which includes *rquA*, Rru_A3227). Three additional genes were selected for this study that met the first two criteria are highlighted in blue.
(XLSX) Click here for additional data file.

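Recomputed from the counts, with the logRat values and cluster marks of the paper's S1 Table, 45 of the genes in the copy used here had a ratio above 2.99, a logRat below -5 and a cluster mark. A further 11 genes had the mark and the ratio but a logRat that was not below -5. The median ratio of the 45 genes was 4.39 and 17 were under 4. At the lower 95% limit 22 of the 45 were above 2.99, and 7 had fewer than 10 aerobic counts. Where 1 count was added to each gene in each library, 39 genes met the 3 criteria, and with edgeR's upper-quartile factors 31 did. A cut-off of 5 on the ratio left 16.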

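In the genes of S1 Table used here, 82 met the first 2 criteria and had no cluster mark. Their ratios ran from 3.01 to 80.6 with a median of 4.15, the lower 95% limit was above 2.99 for 39 of them, and 36 had a ratio under 4. The paper's logRat was -170 for Rru_A3121, -18.3 for Rru_A2871 and -5.08 for Rru_A2553, the last of which is close to the limit of -5.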

How the deposited data were processed for this re-analysis (not part of the article)

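RNA from 1 anaerobic culture (light) and 1 aerobic culture (dark) of wild-type *R*. *rubrum* was analysed. Each condition had 1 library, so the spread between cultures is unknown, and no p-value or standard error between conditions was computed. The authors deposited 1 table for the whole series with the reads counted on each annotated feature, as whole-number counts without normalization, and the RPKM of each feature. The RPKM deposited by the authors follows from their counts, the total of the counts in the library and the deposited end minus the deposited start plus 1, to within 0.000479% for every feature. As the deposited starts are counted from 0, that length is 1 bp longer than the feature. The RPKM printed here uses the feature itself and the totals of the named features, so it differs slightly from the deposited RPKM, by more for short features, while the length cancels in the ratio. Ribosomal RNA was removed before the libraries were made, according to the sample records, and no feature found in the reference table of genes is an rRNA gene. The aligner, the counting tool, the genome build, the annotation and the use of strand are not given in the sources used here. Reads in overlapping genes and in antisense pairs may therefore have been split or shared. The same holds for genes that share a name in the table (groEL, nifH, glyA and tuf) and for copies of tRNA genes. No sequences were compared, so how alike these genes are is not known here.

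The coordinates are those of the deposited table, whose starts were counted from 0 and are printed here from 1. A reference table of genes of the assembly ASM1308v1 was used only for symbols and biotypes, and it held the locus tags of 3803 of the 3892 named features. For 3278 chromosomal features the start and end were those of that table after the shift of 1 bp. A symbol was found for 904 features. Annotations, logRat values and cluster marks are the paper's, from a copy of S1 Table that lacks 1787 of the 3782 genes, so no overlap or enrichment test was run on it.

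The ratio of a gene was computed from the counts as the anaerobic over the aerobic RPKM, with the totals of the 3892 named features. The 13 features without a name held 0.0666% of the anaerobic and 0.0245% of the aerobic counts. A gene with 0 aerobic counts has no ratio, which applied to 2 features, and 3 features had 0 anaerobic counts. A count of 0 allows up to 3 counts, which for a gene of 1000 bp is an RPKM of 0.828 in the anaerobic and 3.62 in the aerobic library. Intervals of a ratio are exact conditional binomial (Clopper-Pearson) intervals at 95% and cover counting error only. The interval of a median is from order statistics of the gene ratios, so it reflects the spread across genes. It treats genes as independent, though neighbouring genes had similar ratios, and it does not cover the difference between cultures. The cut-off of 2.99 is the paper's. The calculation was tested on simulated data for the anaerobic against the aerobic library, with 3892 genes of which 200 were changed. The changed genes were drawn from those with at least 20 expected aerobic counts. The intervals held the true ratio for 95.5% of the genes, 100 of the 100 genes raised 4-fold or 8-fold were above 2.99, and 90 of the 100 genes lowered as much were below 1/2.99. Of the 3692 unchanged genes 27 passed either cut-off, and of the 2785 among them with at least 20 expected aerobic counts 1 did.

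Alternatives chosen before the data were examined were size factors of DESeq2, the TMM and upper-quartile factors of edgeR, totals without the 10 genes with most counts in either library, 0.5 or 1 count added to each gene, thinning of the anaerobic library to the aerobic total, minimums of 10 and 50 counts summed over both libraries, and cut-offs of 3.00, 2 and 5. The genes named were fixed before the files were examined, though the values of the S1 Table genes had been on view: the genes of Table 4, the other genes that the paper names by locus tag, the 5 highest and the 5 lowest ratios among genes with at least 50 counts, the 5 genes with most counts in each library, the 2 genes on either side of Rru_A3606, Rru_A1729 and *rquA*, and the succinate dehydrogenase genes. Gene lists had been planned from product names. Since the reference table gives none, they were made from gene symbols after the data were seen, for ribosomal proteins, photosynthesis, NADH dehydrogenase, ATP synthase, succinate dehydrogenase, hydrogenase (with carbon monoxide dehydrogenase genes among them), ubiquinone biosynthesis, flagella and chemotaxis, chaperones, aminoacyl-tRNA synthetases and, by biotype, tRNA genes. The median log2 ratio of each list was set against 10000 random lists of the same size matched on mean expression in 10 bins. Neighbouring genes were compared over gaps of at most 50 bp with at least 20 counts each, against 1000 shuffles, without regard to strand. A check against GC content was planned and was not run, because no genome sequence was used here. The control written in the paper as Rru_0454 was not analysed here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, were used.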

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

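In this part the tests on the length, scaling and growth state of the ribosomal protein genes, on the genes below 1/2.99, on which direction holds more genes under TMM and on Rru_A1070 were chosen after the results were seen. The test of composition, that of counting noise above 2.99 and that of gene length were chosen before.

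The paper reports genes with more RNA anaerobically and does not analyse the opposite direction, in which 897 of 3892 features had a ratio below 1/2.99. The upper 95% limit was below 1/2.99 for 557 of them. Counting noise at these depths is argued against, since at most 13 features fell below 1/2.99 in 100 simulated pairs of libraries drawn from 1 shared profile. The same noise is argued against for the 803 features above 2.99, because the anaerobic library set against a thinned part of itself gave 17 such features. An exchange of the 2 labels is argued against by the photosynthesis genes, whose median ratio was 15.7 in favour of the library labelled anaerobic and light. An even background of reads over the genome in the aerobic library would raise aerobic values most for weakly expressed genes. The 5th percentile of the aerobic RPKM was taken off the aerobic values. Of the 589 genes of at least 600 bp below 1/2.99, 406 were still below it, so this background is not the whole of the pattern. For the other 183 this background stays open. With each library's own 5th percentile taken off, 572 of the 589 were still below, 17 were not and 40 others were newly below. This leaves every gene at or below the anaerobic 5th percentile with an anaerobic value of 0 or less. Part of the 572 and of the 40 may therefore follow from the subtraction itself. How many stay open thus depends on whether the anaerobic library has a background too, which was not tested. Gene length is argued against as a cause of the genes above 2.99 by a Spearman rho of 0.0262 across genes between log2 ratio and length, where genes are not independent replicates. GC content, RNA degradation and differences in rRNA removal were not tested. A response to oxygen, light or cell density stays open as a biological explanation, and the 3 cannot be separated with 1 library of each kind.

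With library totals the genes below 1/2.99 outnumbered those above 2.99 by 94. More genes were also below with DESeq2 size factors (by 45), without the 10 genes with most counts (by 23), with upper-quartile factors (by 451), with 0.5 or 1 count added (by 121 and 142), after thinning (by 113) and with at least 10 counts summed (by 73). More genes were above with TMM factors of edgeR (by 27). With at least 50 counts summed more genes were also above (by 122), but this minimum decides nothing here: most counts are anaerobic, so it removes genes lowered anaerobically by construction. Of the 4 alternative scalings 1 turned the order, and since no value here shows which scaling is right, the scaling cannot be told apart from an excess of lowered genes in the cells. Composition cannot be told apart from no effect by the planned test, since the median ratio was 0.973 with all genes and 1.01 without the 10 genes with most counts in either library, both within 10% of 1.

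Ribosomal protein genes, which the paper does not discuss, were higher in the anaerobic library. Of the 52 found by symbol, 48 had a ratio above 2.99 and 51 a ratio above 1, with a median of 11.7. The median was higher than in 100% of random lists matched on mean expression. Many of these genes are adjacent, neighbouring genes had similar ratios, and the random lists were not matched on position. The percentage may therefore overstate how unusual the list is. Gene length is argued against, because the median was also higher than in 100% of random lists matched on gene length, and so is scaling, because the lowest median over 5 scalings was 9.56. A difference in growth state between the cultures apart from oxygen and light cannot be told apart from a response to these conditions. The paper gives early stationary phase for both cultures, but cell density differed between the only 2 cultures (4 and 2 OD). Both explanations stay open as hypotheses.

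A large part of the aerobic counts was taken by 3 features. The RNA genes rnpB and ssrA and the gene Rru_A1070 together held 25.8% of the aerobic and 16.5% of the anaerobic counts. Rru_A1070 alone, at 1260070 to 1260540, held 9.77% of the aerobic counts at an RPKM of 207333. Reads running in from a neighbouring gene are argued against, since the higher aerobic RPKM of its 2 neighbours was 246. Reads shared with another copy or left from rRNA, and a stable RNA of its own at this place, were not tested and stay open.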

How the results depend on the processing

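The neighbour comparison without overlapping genes, the gene lists by symbol, the hydrogenase list without the coo genes, the tRNA list with genes of identical counts taken once and the count over all features were chosen after seeing the data. The other alternatives were chosen before.

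Scaling moved every ratio by 1 factor. Relative to library totals, the log2 ratio of all genes changed by 0.04 with DESeq2 size factors, 0.10 with TMM, 0.06 without the 10 genes with most counts and fell by 0.29 with upper-quartile factors. The number of genes above 2.99 was between 629 (upper quartile) and 862 (TMM) under the alternatives for scaling, added counts, depth and count minimums, and the number below 1/2.99 between 671 (at least 50 counts) and 1080 (upper quartile). The share of genes above among those past either cut-off was 47.2% with library totals, 36.8% with upper-quartile factors, 48.7% with DESeq2 size factors, 49.3% without the 10 genes with most counts, 50.8% with TMM and 54.2% with at least 50 counts summed, a minimum that removes mostly genes lowered anaerobically because most counts are anaerobic, and between 45.7% and 47.8% under the other alternatives for added counts, depth and the minimum of 10 counts. A cut-off of 5 gave 413 genes above, 529 below, 21 with a cluster mark and 16 that met all 3 criteria, which follows from the stricter limit. With a cut-off of 2 there were 1162 above and 1264 below. The number of genes whose lower 95% limit was above 2.99 was between 352 and 517. With the features that have no name and the deposited RPKM, 806 were above and 897 below.

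The median ratio of all genes was 1.04 with TMM and 0.796 with upper-quartile factors, as those factors set it, and 1.12 with at least 50 counts summed, since that minimum removes mostly genes lowered anaerobically. With DESeq2 size factors it is 1 by construction. Of the 10 genes of Table 4, 10 were above 2.99 with DESeq2 size factors, TMM and totals without the most abundant genes, 9 with 0.5 or 1 count added or a cut-off of 3.00, 8 with upper-quartile factors or after thinning, and 7 at a cut-off of 5. Rru_A3231 was the gene lost first, and Rru_A3121 the other one lost under upper-quartile factors and thinning. The thinning was 1 random draw that leaves the expected ratio as it is, so losses under it show counting error only.

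For the 48 named genes under 7 alternatives, 305 of 336 ratios stayed within the main counting interval, 30 moved outside it, 16 of them under upper-quartile factors, and 1 whose main interval excludes 1 changed direction: rnpB had a ratio of 1.03 with library totals and 0.845 with upper-quartile factors, which lower every ratio. Another 8 ratios, of 5 genes whose main interval contains 1 (Rru_A0016, Rru_A0917, Rru_A2015, Rru_A3079 and Rru_A3607), also lay on the other side of 1 under an alternative. The share of counts in the 10 genes with most counts was 36.8% of the anaerobic and 34.1% of the aerobic library. The 2, 50 and 100 genes with most counts held 16.0%, 52.8% and 60.4% of the anaerobic and 18.3%, 53.0% and 61.5% of the aerobic library, as more genes hold more counts. The rho between log2 ratio and gene length was 0.0262 over all genes and -0.0148 with at least 50 counts summed, where the cause was not tested. For neighbouring genes rho was 0.720 at gaps of at most 50 bp, 0.747 at 20 bp and 0.573 at 200 bp, and the cause was not tested. For the 9 gene lists with 6 or more genes, the medians under DESeq2 size factors and with at least 50 counts summed lay within the 95% order-statistic interval of the median, which is wide for the short lists. The hydrogenase list moved from 0.568 to 0.774 with at least 50 counts summed, within an interval of 0.148 to 1.83. Lists of 2 and 4 genes allow no such interval, and their medians under DESeq2 size factors were 12.6 for ATP synthase and 12.3 for succinate dehydrogenase, which follows from the scaling.

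Depth limits the aerobic side most. Where 1 gene has 4 aerobic counts, as Rru_A2553 does, its ratio is known only to between 5.21 and 50.0. GC content was planned and not run, as no genome sequence was used. No paired analysis was possible because each condition had 1 library and no test was made.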

Differences from the paper's values

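No value of the paper that was recomputed differed by more than 1.5 times. The paper's number of genes above 2.99 is 806 and its number of genes with data is 3782. The deposited table gave 806 over all 3905 features with the RPKM as deposited, a count chosen after seeing the values, and 803 over the 3892 named features. In 1 random thinning of the anaerobic library, an alternative set before the data were examined, the number was also 806. The paper's share is about 22%, while its own count over its own number of genes is 21.3%, and 803 of 3892 is 20.6%.

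The paper's number of genes above 2.99 with a cluster shared with *R*. *ferrireducens* only is 51. In the part of S1 Table used here it was 56, of which 45 had a logRat below -5. Genes missing from that part could only raise this number, so they do not account for the difference from 51. Of the alternatives set before the data were examined, none gave 51: 1 count added gave 50, 0.5 counts added gave 53 and thinning gave 49. The paper's number of genes that met all 3 criteria, 45, was also found here.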

Other observations

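All tests of an explanation in this part were chosen after the values were seen. The comparison of neighbouring genes and the rule for naming genes were set before the data were examined, and the genes of the runs were named after their values were seen.

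The lowest RPKM values differed between the libraries. Among 2748 chromosomal genes of at least 600 bp, the 1st percentile of RPKM was 2.21 in the anaerobic and 8.41 in the aerobic library, and the 5th percentiles were 5.00 and 12.1, while the medians were 47.0 and 38.4. The lower depth of the aerobic library is argued against, since the anaerobic library thinned to that depth had a 1st percentile of 1.49. A candidate explanation is an even background of reads over the genome in the aerobic library, such as reads from DNA. It cannot be told apart from low transcription of all genes, because reads between genes are not counted in the table. If each gene carried the 1st percentile, 8.41, this would be 3.28% of the aerobic counts. Of the genes of Table 4, 4 lie in this range: the aerobic RPKM of Rru_A2553 was 6.99, that of Rru_A3121 10.6, that of Rru_A2871 11.3 and that of Rru_A1274 12.1. With such a background their ratios might be understated.

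Apart from Rru_A2882, the endogenous controls of the paper that were analysed here had ratios near 1 in these libraries. The control written in the paper as Rru_0454 is not among them. Rru_A3079, which the paper selected, had a ratio of 1.01 (95% interval 0.831 to 1.22) from 584 anaerobic and 133 aerobic counts. Rru_A0016 had a ratio of 1.01 (0.882 to 1.17), Rru_A0917 0.967 (0.861 to 1.09) and Rru_A2015 0.952 (0.864 to 1.05). Rru_A2882 (rpoD) had a ratio of 0.539 (0.481 to 0.604). With upper-quartile factors all of these ratios fell by 0.29 on the log2 scale, to 0.823 for Rru_A3079 and 0.829 for Rru_A0016, and with TMM factors Rru_A0917 was at 1.04 and Rru_A2015 at 1.02, so for the first 4 genes the side of 1 is not fixed.

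The ubiquinone methyltransferase genes that the paper discusses were both higher anaerobically. Rru_A0742 (ubiG) had 329 anaerobic and 21 aerobic counts, a ratio of 3.59 (2.31 to 5.87), and Rru_A3798 (ubiE) had 1224 and 27 counts, a ratio of 10.4 (7.10 to 15.8), whose interval overlaps that of *rquA*. The 4 succinate dehydrogenase genes had ratios of 10.4 (Rru_A1202, sdhC), 9.70 (Rru_A1203, sdhD), 13.7 (Rru_A1204, sdhA) and 16.4 (Rru_A1205, sdhB), and their intervals overlap each other.

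The gene before Rru_A3606, Rru_A3605, an iron-sulfur cluster binding protein whose end lies 12 bp before it, had a ratio of 4.60 (3.36 to 6.45) and also met the 3 criteria of S1 Table. Rru_A3604, which Rru_A3605 overlaps by 4 bp, had a ratio of 1.44 (1.08 to 1.95). On the other side Rru_A3607 had a ratio of 1.13 (0.916 to 1.40) and Rru_A3608 0.340 (0.307 to 0.376). Around Rru_A1729 the ratio was 2.23 (1.08 to 5.35) for Rru_A1727, 0.589 (0.420 to 0.837) for Rru_A1728, 0.627 (0.465 to 0.855) for Rru_A1730 and 1.66 (1.27 to 2.21) for Rru_A1731. The 2 genes before *rquA* were lower anaerobically, Rru_A3225 with a ratio of 0.169 and Rru_A3226 with 0.550, and the 2 after it were higher, Rru_A3228 with 1.74 and Rru_A3229 with 1.49, all 4 with intervals below that of *rquA*.

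Genes that met all 3 criteria lay close together in places. Rru_A1274 and Rru_A1275 are adjacent, with ratios of 24.3 and 23.2. Rru_A3115, Rru_A3116, Rru_A3117 and Rru_A3118 lie within 5247 bp with ratios from 3.96 to 7.37. Across the chromosome and plasmid, the log2 ratios of 1556 pairs of neighbouring genes had a Spearman rho of 0.720, against -0.0803 to 0.0728 in 1000 shuffles, and 0.702 over the 933 pairs without overlap. Genes are not independent replicates. Reads shared by overlapping genes could enter the first value but not the second. A read of 36 bp could also touch both genes of a pair with a shorter gap. Neither was measured.

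Among genes with at least 50 counts, the highest ratios were those of Rru_A2680 (84.6, from 3 aerobic counts, interval 28.9 to 411.0), Rru_A2256 (80.6), Rru_A2977 (80.0), Rru_A0617 (73.5) and Rru_A2976 (73.0). The antenna genes Rru_A2977 and Rru_A2976 alone held 7.21% and 5.39% of the anaerobic counts. The lowest ratios were 0.00699 for Rru_A0722, 0.00702 for Rru_A2597, 0.00951 for Rru_A0723, 0.0102 for Rru_A3065 and 0.0105 for Rru_A2338. Few anaerobic counts were behind Rru_A2597 (5, interval 0.00225 to 0.0167), Rru_A3065 (4, 0.00271 to 0.0270) and Rru_A2338 (7, 0.00417 to 0.0223). Rru_A0722 had 30 anaerobic counts and Rru_A0723 had 202. Rru_A0722 and Rru_A0723 are neighbours. Among the 5 genes with most aerobic counts, Rru_A1907 (msrB) had a ratio of 0.0147 from 821 anaerobic and 12757 aerobic counts, and Rru_A1330 (madM) 0.411.

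The other gene lists gave median ratios of 15.7 for 22 photosynthesis genes, 7.18 for 7 NADH dehydrogenase genes, 12.3 for 2 ATP synthase genes, 12.0 for 4 succinate dehydrogenase genes, 6.45 for 6 ubiquinone biosynthesis genes, 3.33 for 21 aminoacyl-tRNA synthetase genes and 2.39 for 41 tRNA genes. These medians were higher than in 98.8% to 100% of matched random lists. In the ubiquinone list 5 of the 6 genes had a ratio above 1, and the interval of the median was wide, 0.702 to 10.4. Its gene ubiA (Rru_A0572) was lower anaerobically, with a ratio of 0.702 (0.563 to 0.880). Among the tRNA genes, Rru_AR0005 and Rru_AR0019 have the same counts in both libraries, as do Rru_AR0045 and Rru_AR0063, so copies may hold the same reads and the 41 genes may not be separate measurements. With each of these pairs taken once, the median of the 39 left was 2.39 (99.1%). Whether other tRNA genes share reads is not known here. Rru_AR0006 and Rru_AR0044 had nearly equal counts (1745 and 136, 1763 and 137), as did Rru_AR0009 and Rru_AR0041 (200 and 21, 199 and 21). These were kept as separate genes. The medians were 1.88 for 30 flagella and chemotaxis genes (higher than in 90.8%), 0.501 for 8 chaperone genes (22.9%) and 0.568 for the 9 genes of the hydrogenase list (30.1%). That list holds 7 genes of hydrogenase maturation (hyp) and the genes cooS and cooT, which by their symbols belong to carbon monoxide dehydrogenase, and cooS itself is the median. Without these 2 genes the median was 0.509 (29.2%). These describe the 2 libraries, and only genes with a symbol, or for tRNA a biotype, entered the lists. The random lists were not matched on position, while many genes of these lists are adjacent and neighbouring genes had similar ratios. The percentages may therefore overstate how unusual a list is.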
